# Genome Survey and Transcriptome Analysis on Mycelia and Primordia of *Agaricus blazei*

**DOI:** 10.1155/2020/1824183

**Published:** 2020-01-13

**Authors:** Yuan-Ping Lu, Jian-Hua Liao, Zhong-Jie Guo, Zhi-Xin Cai, Mei-Yuan Chen

## Abstract

*Agaricus blazei*, a type of edible straw-rotting mushroom with somewhat sweet taste and fragrance of almonds, has attracted considerable scientific and practical attention. High-throughput Illumina PE150 and PacBio RSII platform were employed to generate a genomic sequence. De novo assembly generated 36 contigs with 38,686,133 bp in size, containing 10,119 putative predicted genes. Additionally, we also studied transcriptional regulation of the mycelia and the primordia for exploration of genes involved in fruiting body formation. Expression profiling analysis revealed that 2,164 genes were upregulated in mycelia and 1,557 in primordia. Functional enrichment showed that differentially expressed genes associated with response to stress, ribosome biogenesis, arginine biosynthesis, and steroid biosynthesis pathway were more active in fruiting body. The genome and transcriptome analysis of *A. blazei* provide valuable sequence resources and contribute to our understanding of genes related to the biosynthesis pathway of polysaccharide and benzaldehyde, as well as the fruiting body formation.

## 1. Introduction

Mushrooms (mainly the fruiting body) have been used for consumption as a product by humans since ancient times due to their delicacy and nutritional values, as well as their medicinal properties [1, 2]. *Agaricus blazei* Murrill, an edible mushroom originating from Brazil, is commonly known as “Cogumelo do Sol” in Brazil, “Himematsutake” in Japan, and “Ji Song Rong” in China [3, 4]. It serves as one of the utmost valuable edible and culinary-medicinal Royal Sun mushroom species. Also, it has been widely consumed today in several Oriental countries and studied for its high nutritional properties and pharmacological effects, such as antitumor activity [5], antiviral effect [6], antidiabetic potential [7], and antiapoptotic role [8]. Nowadays, *A. blazei* has received great scientific and practical interest. A series of bioactive compounds, for instance polysaccharides [9, 10], lectin [11, 12], and ergosterol [13, 14], have been discovered in *A. blazei*. Moreover, several volatile flavor ingredients have been identified in its fruiting body and mycelia [15]. However, very few studies focus on those compounds' biosynthesis pathways and the fruiting body formation in *A. blazei*.

Recently, several studies reported genome or transcriptome landscape of mushrooms, such as *Agaricus bisporus* [16], *Volvariella volvacea* [17, 18], *Flammulina velutipes* [19], and *Auricularia heimuer* [20]. The availability of genomes has been a benefit to researchers for identification of CAZymes, mating-type loci, *β*-glucan synthase genes, and secondary metabolite genes [17, 18, 20]. Additionally, transcriptome or comparative expression profiles from different developmental stages have facilitated the discovery of genes involved in fruiting body formation [21–23]. The shift from vegetative mycelia to primordia has been seen as one of the most complex and critical developmental processes in mushrooms [24]. Understanding the molecular mechanism regulating fruiting body formation will contribute to the improvement of commercial mushroom production, with consequent economic benefits.

In this study, we presented the genome of *A. blazei* to understand the genomic structure and its gene content. Additionally, we also performed the transcriptome analysis of mycelia and primordia to study the expression difference between the two stages. The transcriptome analysis will enable us to identify genes regulating mycelia growth and fruiting body formation. Our genomic and transcriptomic data will provide important information platform for the further investigation of this species.

## 2. Materials and Methods

### 2.1. Strains and Culture Condition

*A. blazei* strain JA, the main cultivar in several provinces in China (eg., Fujian, Yunnan, Jiangxi, Guangxi, Henan, and Sichuan province), was provided by Fujian Academy of Agricultural Sciences. To prepare samples for RNA sequencing, strain JA was cultured on a compost purchased from a company producing button mushroom (Jinming Food Co., Ltd, Fujian, China), and the main components of the compost are rice straw, bagasse, cow manure, and gypsum. Samples of mycelia (20 days after casing) and primordia (24 days after casing, equivalent to the pinhead stage in *A. bisporus* whose velum not differentiated according to Hammond and Nichols [25]) were harvested and immediately frozen in liquid nitrogen. For the whole genome sequencing, *A. blazei* sterile monospore strain JA-15036, germinated from one of the spores of dikaryotic strain JA, was incubated in liquid potato dextrose broth at 24°C for 20 days.

### 2.2. DNA Sequencing and Genome Assembly

Genomic DNA was extracted with the SDS (sodium dodecyl sulfate) method and sequenced by Novogene Biotech AG (Beijing, China) on the Illumina PE150 and PacBio RSII platform. Paired-end reads were constructed after sequencing of a 350 bp insert library using an IlluminaHiseq X system. For PacBio RSII platform, a 20 kb library was generated and sequenced.

Prior to assembly, reads of low quality were filtered by the following steps. For preprocessing the raw data of the 350 bp library, reads with a certain proportion of low-quality (read quality ≤35) bases (40% as default, parameter setting at 40 bp) were removed from raw data; reads containing a certain percentage of Ns' base or low complexity reads (parameter setting at 10 bp) were filtered out; adapter contaminations (15 bp overlap between reads and adapter) and duplication contaminations were filtered out. Reads of PacBio RSII were filtered using SMRT Link v5.0.1 software with default parameters [26, 27], after which PacBio data were de novo assembled using SMRT Link v5.0.1 software into contigs with default parameters. And then, the Arrow algorithm in SMRT Link software was applied to polish the assembled contigs. We assessed the completeness of genome assembly using BUSCO v3.0.2 (Benchmarking Universal Single-Copy Orthologs) software (using “-m genome”) [28]. The lineage dataset of BUSCO is fungi_odb9 (creation date: 2016-02-13, number of species: 85, and number of BUSCOs: 290).

### 2.3. Genome Annotation and Identification of Carbohydrate-Active Enzymes

Protein-coding genes were predicted using Augustus (version 2.7) [29]. All of these genes were annotated by analysis of the corresponding amino acid sequences with the GO (Gene Ontology database), KEGG (Kyoto Encyclopedia of Genes and Genomes), KOG, NR (nonredundant), and SwissProt protein database using Blastp (*E* value ≤ 1*e*^−5^).

We employed the tRNAscan-SE (Version 1.3.1) [30] and rRNAmmer [31] to analysis transfer RNA (tRNA) and ribosome RNA (rRNA) genes, respectively. sRNA, snRNA, and miRNA were predicted by BLAST against the Rfam database [32, 33]. The interspersed repetitive sequences were predicted using the RepeatMasker (http://www.repeatmasker.org/), and the tandem repeats [34] were analyzed using the TRF (tandem repeats finder) [35].

Annotations of carbohydrate-active enzymes (CAZymes) in the *A. blazei* genome were performed by BLASTP search of CAZymes database at http://www.cazy.org/ (*e* value ≤ 1*e* − 5; the covered fraction ratio ≥40%; and minimal alignment length percentage ≥40%).

### 2.4. Transcriptome Analysis during Fruiting Bodies Formation

Total RNA of each sample from *A. blazei* heterokaryon strain JA was sequenced on the Illumina HiSeq X Ten Station and Illumina PE150 platform at Novogene Biotech. In order to ensure the accuracy of the further analysis, clean data (clean reads) were generated by trimming of reads containing adapter sequences, reads with unknown sequences Ns, and low quality reads which contained bases with *Q*_phred_ ≤ 20, and the percentage of these bases was more than 50% of a read. And then, RNA-seq clean reads from each sample were separately aligned to the reference genome using software Hisat2v2.0.5 [36], and novel genes were predicted by StringTie [37].

For obtaining the differentially expressed genes, feature Countsv1.5.0-p3 software was adopted to count the numbers of reads mapped to each gene [38, 39], after which the two samples (each with three replicates) were analyzed using DESeq2R package (1.16.1) [40], with the cutoff threshold, adjusted *P* value <0.05, and |log2Ratio| ≥ 1. For function enrichment analysis, differential expression genes (DEGs) were aligned in the GO database. The pathway enrichment analysis was implemented using the KEGG database. In both analyses, cluster Profiler Rpackage [41] was applied and the correct *P* value less than 0.05 was regarded as the threshold.

### 2.5. Quantitative Real-Time PCR (qRT-PCR) Validation

To assess the reliability of the RNA sequencing-based approach in identifying DGEs, qRT-PCR was employed to detect gene transcript patterns. One microgram of total RNA from the mycelia and primordia was adopted to synthesize cDNA using TransScript All-in-One First-Strand cDNA Sythesis Super Mix for qPCR kit (TransGen Biotech, Beijing) in accordance with the manufacturer's protocol. The primers ([Supplementary-material supplementary-material-1]) used for quantitative real-time PCR (qRT-PCR) analysis were designed with primer premier 5.0 [42]. Twenty microliters of qRT-PCR reaction mixtures were prepared according to the manufacturer's instructions using TransStart TOP Green qPCR kit (TransGen Biotech, Beijing). The cycling parameters were as follows: 94°C for 30 s followed by 30 cycles of 94°C for 5 s and 60°C for 30 s. Three independent biological replicates were carried out for each gene. The glyceraldehyde-3-phosphate dehydrogenase gene (*GAPDH*) and *α-tubulin* severed as an internal control gene, and the 2^−ΔΔ*ct*^ method [43] was applied to the calculated gene expression.

## 3. Result and Discussion

### 3.1. General Features of the Genome

We constructed genome sequence data for *A. blazei* homokaraytic strain JA-15036 by combining a high-throughput Illimina Hiseq PE150 with a PacBio RSII long-read sequencing platform (Tables 1 and 2). A 38,686,133 bp genome sequence was generated by assembling PacBio clean data. This genome assembly consisted of 36 contigs with an N50 of 1,826,870 base pairs (Table 3). The *A. blazei* genome is similar in size to the genomes of several other fruiting body formation fungi from the other Agaricales, including *Schizophyllum commune* (38.5 Mb) [44], *V. volvacea* (37.2 Mb) [17], and *Coprinopsis cinerea* (37 Mb) [45], but larger than that of *Pleurotus ostreatus* (34.9 Mb) [46] and *A. bisporus* (30.2 Mb) [16].

The completeness of genome was assessed using BUSCO software, and the result (Table 4) suggested a well-completed annotation set, with 93.7% of the Fungi BUSCOs within the RefSeq annotation set and 2.1% of fragmented.

A total of 10,119 genes ([Supplementary-material supplementary-material-1]) were predicted by Augustus (version 2.7). Approximately 9,174 (90.7%) genes were annotated in similarity search with GO, KEGG, KOG, NR, CAZY, Pfam, and Swiss-Prot databases (Table 3). The remaining 945 (9.3%) predicted genes without apparent homolog to the currently available sequences and protein domains were found, and these genes were presumed to be the specific genes in *A. blazei* genome. Among the 10,119 genes, 8,694 (85.9%) genes encoded proteins with homologous sequences in the NCBI NR databases, and 8,538 predicted proteins accounting for 84.4% of the entire genome were mappable through the KEGG pathway database (Table 3). The KOG analysis indicated that 1,620 genes were assigned to different KOG categories (Figure 1(a)), and GO analysis revealed 6,064 proteins into 3 different GO terms (biological process, cellular component, and molecular function) (Figure 1(b)). In addition, KEGG analysis assigned 1,768 predicted proteins involved in different pathways (Figure 1(c)).

The total length of repeat sequences in the ∼38.7 Mb assembled genome of *A. blazei* was 1,961,315 bp, accounting for 5.0698%. Of the repeat elements, tandem repeat sequences account for 1.1761% and interspersed nuclear elements were 3.8937% (long terminal repeats (LTRs), 3.5795; DNA, 0.2483%; short interspersed nucleotide elements (SINEs), 0.0027%; long interspersed nucleotide elements (LINEs). 0.0589%; rolling circle (RC), 0.0138%; and unclassified, 0.0051%) of the assembled genome.

### 3.2. The CAZymes in *A. blazei* Genome

CAZymes are associated with the degradation of plant cell wall polysaccharides and have an important role in the processes of substrate degradation [17]. Identification of CAZymes will facilitate the further exploration of mechanisms of plant polysaccharide hydrolysis. In *A. blazi* genome, a total of 279 candidate genes encoding CAZymes were identified, including 135 glycoside hydrolases (GHs), 36 glycosyl transferases (GTs), 5 polysaccharide lyases (PLs), 14 carbohydrate esterases (CEs), 74 auxiliary activities (AAs), and 39 carbohydrate-binding modules (CBMs) ([Supplementary-material supplementary-material-1]). The number of GHs family, involved in the cell wall polysaccharides decomposition [47], was significantly larger than that of GTs, which might be because of its lifestyle in which cell wall polysaccharides, such as lignin and cellulose, provide nutrition for its survival.

### 3.3. Identification of Genes Involved in *β*-1,3-Glucan and UDP-Glucose Biosynthesis

Polysaccharides have been considered to be the main component of *A. blazei* for antitumor [4, 48–50]. Among the polysaccharides in the fungal cell wall, water soluble *β*-1,3-glucan with anticancer activity has been widely applied for pharmaceutical purpose [41]. Biosynthesis of *β*-1,3-glucan begins with the formation of a nucleoside diphosphate. Uridinediphosphate glucose (UDP-glucose) acts as a precursor of *β*-1,3-glucan, and its synthesis requires hexokinase or glucokinase, *α*-phosphoglucomutase, and UTP-glucose-1-phosphate uridylyltransferase [20, 51, 52]. Genes encoding these enzymes were identified in *A. blazei* genome ([Supplementary-material supplementary-material-1]).

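The deposited table lists the first gene, A09123 (AbFKS1), on contig 7 of the JA-15036 assembly from 346440 to 352582, with a coding length of 5370 bp and both Pfam domains of the 1,3-beta-glucan synthase. The second, A09827 (AbFKS2), lies on contig 9 from 611020 to 621407 with a coding length of 8745 bp. Its description holds the same domains beside those of a UbiA prenyltransferase and of another protein, so the predicted gene covers more than the synthase. A09123 had an FPKM of 124 ± 10.0 (SD, n = 3 libraries) in mycelia and 80.9 ± 6.20 in primordia. Its log2 fold change, primordia minus mycelia on the log2(FPKM + 0.1) scale, was -0.61 (standard error 0.11, limma adjusted p = 0.00211). All 3 libraries of mycelia lay above those of primordia, but the change stayed below the threshold of 1 on the log2 scale. A09827 had an FPKM of 45.2 ± 4.497 and 37.8 ± 0.93, a log2 fold change of -0.25 (limma adjusted p = 0.0762) although its libraries did not overlap. The direction depended on the scaling, being 0.10 when the library totals were used instead of the scaling of the authors, an alternative chosen after seeing the data.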

*A. blazei* also possessed two potential *β*-1,3-glucan synthase genes (A09123 and A09827, named *AbFKS1* and *AbFKS2*, respectively) known to play an important role in *β*-1,3-glucan biosynthesis [52–54]. *AbFKS1* and *AbFKS2* shared high similarity to two A. *bisporusβ*-1,3-glucan synthase genes EKM78523 and EKM82691.1 with the identity of 93% and 90%, respectively, and they were classified into two types (Figure 2). There are significant similarities in domains between AbFKS1 and AbFKS2, where we observed conservation of the catalytic FKS1 domain (*E* value = 1.3*e* − 41 and 1.1*e* − 41, respectively) and *β*-glucan synthase-homologous region (*E* value = 0) using Pfam analysis (http://pfam.xfam.org/search).

Previous studies showed that *Saccharomyces cerevisiae* was found to contain two independent genes *FKS1* and *FKS2* encoding two functionally independent *β*-glucan synthases [54]. FKS1 was primarily expressed in the vegetative growth, whereas FKS2 was expressed under stress conditions (include sporulation and starvation) and mating process [54, 57]. As there is no knowledge about whether the two types of *β*-1,3-glucan synthase will have differences in catalytic activity and function during developmental process in *A. blazai* or not, more experiments (eg., RNAi and overexpression) will be performed to explore their function in our future studies.

### 3.4. Biosynthesis of Benzaldehyde and Benzyl Alcohol in *A. blazei*

The aromatic compounds of edible mushrooms, such as benzyl alcohol, benzaldehyde, benzonitrile, and a phenyl acetic acid-like compound, can whet the appetite. Among the volatile components, benzaldehyde and benzyl alcohol are considered as the main volatile flavor compounds in *A. blazei*. The production of benzaldehyde and benzyl alcohol from phenylalanine has been investigated in various microorganisms [58–62]. In addition, the conversion of phenylalanine to benzaldehyde and benzyl alcohol requires several enzymes. Here, we found 34 enzymes that might be associated with the biosynthesis of benzaldehyde and benzyl alcohol in *A. blazei* genome ([Supplementary-material supplementary-material-1]). These enzymes include phenylalanine ammonia-lyase, aryl aldehyde dehydrogenase, aryl-alcohol dehydrogenase, aryl-alcohol oxidase, and transaminase (aminotransferase).

Based on previous studies, the production of benzaldehydde and benzyl alcohol has been described in two pathways [58–60]. In one pathway, L-phenylalanine is initially converted into trans-cinnamic acid by the action of phenylalanine ammonia-lyase, and then cinnamic acid is converted into 3-phenylpropionic acid or benzoic acid; in the other pathway, transaminase or L-amino acid oxidase initiated the pathway leading from L-phenylalanine to 3-phenylpyruvic acid. Though the metabolic pathway in *A. blazei* is still unknown and more experiments need to be done to reveal it in *A. blazei*, identification of enzymes involved in benzaldehydde and benzyl alcohol formation will facilitate the investigation of biosynthesis pathway in this fungus.

### 3.5. Global Gene Expression Analysis and Novel Transcript Prediction

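RNA of strain JA from mycelia at 20 days after casing and from primordia at 24 days was sequenced in 3 replicates each. The authors removed adapters and reads of low quality, aligned the clean reads to the JA-15036 assembly and counted the reads of each gene. They deposited FPKM, which divides the reads of a gene by its length and by the size of the library. The table holds 10337 genes on 33 contigs, of which 8185 are genes predicted by Augustus and 2152 were predicted by StringTie from the reads. Lengths of the Augustus genes are coding lengths, a multiple of 3 in 8184 of them. The table also holds 27 libraries of later stages, which the paper does not analyse. Each FPKM multiplied by its gene length and divided by one unit per library, inferred from the values, gave a whole number of reads within a tolerance of 1e-06, for 100% of the values. Recovered in this way, the reads on genes ranged from 16245219 to 17909367 per library in mycelia (median 17897513) and from 17884397 to 20269773 in primordia (median 18536395). The library size that the authors divided by was 0.890 to 0.925 times these reads in mycelia and 1.13 to 1.18 times in primordia, so the FPKM already include a scaling factor for each library. Here, log2(FPKM + 0.1) was compared between the stages with limma, which tested the 9485 genes with a mean FPKM of at least 0.5 over the 6 libraries. A gene was called at an adjusted p below 0.05 and a log2 fold change of at least 1 in size, the thresholds of the paper. Fold changes on this scale depend on the pseudocount for genes with few reads. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so the adjusted p-values rest on the spread that limma estimates across all genes.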

The RNA-seq Illumina Hiseq PE150 platform was employed to investigate gene expression at two key development stages, defined by mycelia (MY) and primordia (PR). Of the 10,119 predicted genes, 7,624 genes (about 75.3%) were expressed at least at one developmental stage with the cut-off FPKM value of 1. In addition, novel transcripts can be determined through high-throughput RNA-seq, which enriched the database of *A. blazei*. 

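With the mean FPKM of the 3 libraries of each stage, 7624 predicted genes reached 1 in at least 1 stage. Of these, 7254 reached it in both stages, 255 in mycelia only and 115 in primordia only. The table used here lists 8185 predicted genes, and the 1934 others of the annotation were not analysed here. A cut-off of 0.5 gave 7723 genes and a cut-off of 2 gave 7457, while leaving out any library moved the count only between 7620 and 7629.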

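Of the 2152 genes that StringTie predicted, 1709 had a mean FPKM of at least 1 in mycelia or primordia. Both stages reached it for 1291 of them, mycelia alone for 228 and primordia alone for 190. Their lengths ran from 219 to 15779 bp with a median of 1540 bp, and 1577 (92.3%) exceeded 500 bp. In the table, 179 of the 1709 overlap another gene, and since the strand setting of the counting is not given in the sources used here, their values are uncertain. The count depended more on the cut-off than that of the predicted genes, with 1866 at an FPKM of 0.5 and 1445 at 2.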

A total of 1,709 novel transcripts with averaged FPKM of 1 for corresponding replicates at least from one development stage were predicted at the two developmental stages mentioned above, of which 1,577 (about 92.3%) were longer than 500 bp ([Supplementary-material supplementary-material-1]).

### 3.6. Discovery of Genes Related to Fruiting Body Formation by Enrichment Analysis

To identify and investigate the differentially expressed genes (DGEs), the total RNA from the mycelia and primordia was used to construct DGEs library. 

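Among the 9485 genes tested with limma, 3561 were called, 1431 higher and 2130 lower in primordia. Augustus genes made up 1025 of the higher and 1664 of the lower genes, and genes predicted by StringTie 406 and 466. The libraries of the stages did not overlap for 6996 genes (73.8%), where chance gives 10%, and for 3535 of the 3561 called genes. The counts by direction depended on the scaling of the libraries. Quantile normalization gave 1892 higher and 1768 lower genes, and library totals in place of the scaling of the authors, an alternative chosen after seeing the data, gave 2286 and 1595. These scalings moved the median log2 fold change of all genes tested from -0.04 to 0.16 and 0.31. No gene changed direction among those called under both. Shifts of that size could hardly carry a gene between the thresholds of opposite sign, so this is little evidence of stability. The test of limma on the recovered reads (voom) called 3581 genes, and a filter at a mean FPKM of 5 called 2691. The largest rises among genes with separate libraries were those of the hydrophobin A06219 (log2 fold change 11.04), of a gene predicted by StringTie on contig 14 from 246480 to 247356 (10.66, standard error 0.26, adjusted p = 3.03e-07) and of A05194 on contig 25 from 157921 to 158564 (9.84, standard error 0.42, adjusted p = 2.46e-06). Mean FPKM of the last 2 genes rose from 6.91 to 11010 and from 12.4 to 10070. The largest falls were those of the hydrophobin A01724 on contig 14 (-12.18, standard error 0.83, adjusted p = 1.8e-05), A05492 (-12.14) and A05494 (-11.28). A01724 had a mean FPKM of 2197 in mycelia and 15 reads in all primordia libraries. A05492 and A05494 lie close together on contig 29 and have no description in the table. Over the alternatives A01724 ran from -13.38 to -10.45 and A05492 from -12.26 to -11.29, so their order depends on the setting.

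**Figure D1:**
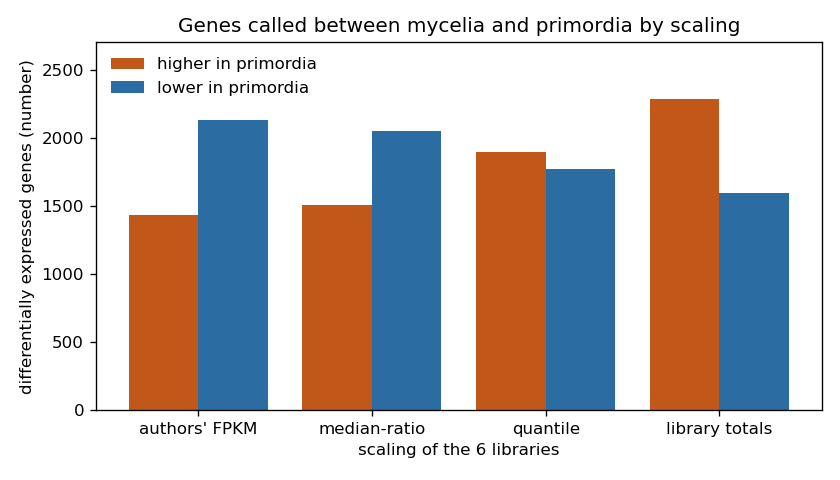
Number of genes called higher (orange) and lower (blue) in primordia than in mycelia, by the scaling of the 6 libraries. With the FPKM of the authors 1431 genes were higher and 2130 lower, with median-ratio scaling 1507 and 2052, with quantile normalization 1892 and 1768, and with library totals 2286 and 1595.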

We analyzed the DGEs and found 3,721 genes were significantly differentially expressed between mycelia and primordia, including 2,164 and 1,557 genes downregulated and upregulated in primordia, respectively. The DGEs were classified into three categories (biological process, cellular component, and molecular function) in the GO database (Figures 3(a) and 3(b)). Comparing the GO annotation of these DGEs between mycelia and primordia revealed that annotation percentage of the carbohydrate metabolic process, transmembrane transport, cell wall, integral component of membrane, peroxidase activity, antioxidant activity, O-methyltransferase activity, oxidoreductase activity, and hydrolase activity in mycelia upregulated genes were higher than those in primordia, whereas GO terms involved in response to stress, nucleic acid metabolic process, DNA replication, ribosome biogenesis, protein modification process, cytoplasm, and ATP binding showed higher levels in primordia. 

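The deposited table describes 6116 of its genes by Pfam domains, and it was these descriptions, not GO terms, that were used here to group genes. Of 145 tested genes with a cytochrome P450 domain, 22 were called higher and 66 lower in primordia, with a median log2 fold change of -0.79. In a competitive gene set test (camera, with a preset correlation of 0.01 between genes), this group fell with an adjusted p of 0.0117 over the 13 groups chosen after seeing the descriptions. Of 22 haem peroxidases, 3 were higher and 10 lower (camera adjusted p = 0.105). That p ran from 0.0349 to 0.171 over the other settings of this test, and was below 0.05 with a filter at 5, in the fit of all 33 libraries, without mycelia 3 (0.0473) and with library totals or thinned reads. For 104 transporters of the major facilitator superfamily, 20 were higher and 32 lower, but with library totals 31 were higher and 22 lower and the median changed sign. When the correlation was estimated from the data instead, no group passed 0.05, whereas fry, a test of each group against no change, put all 13 below 0.05.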

The formation of fruit bodies is one of the most complex processes and is affected both by external environmental factors and endogenous genes. Most of the genes involved in response to stress were upregulated in the primordia, which could improve the adaptation to environmental change during the fruiting body formation process and thus play a positive regulatory role during formation of fruit bodies.

The KEGG enrichment analysis was implemented for identification of the significantly enriched biological processes in DGEs. The result showed that several gene sets were significantly enriched (Figures 3(c) and 3(d)). Previous observations demonstrated that more genes participated in protein and energy production in mycelia of *S. commune* [44]. The DGE analysis of *A. blazei* showed that energy production such as glycolysis/gluconeogenesis, starch and sucrose metabolism, galactose metabolism, glyoxylate and dicarboxylate metabolism, pentose phosphate pathway, and pyruvate metabolism were upregulated in mycelia. 

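Domains of glycolytic enzymes occur in 13 tested genes of the table. Of these, 7 were called lower in primordia and 1, the phosphofructokinase A00667, higher, with a median log2 fold change of -1.08. The lower genes included the pyruvate kinase A03745 (-1.63), the triosephosphate isomerase A08550 (-1.59) and the glyceraldehyde 3-phosphate dehydrogenase A07487 (-1.32). The enolase A03194 (-0.09) and the phosphoglycerate kinase A09663 (-0.12) were not called and changed sign after quantile normalization (0.28 and 0.18). Camera gave the group an adjusted p of 0.0477, but 0.604 with the correlation estimated from the data. At the preset correlation the adjusted p ran from 0.0254 to 0.0892 over the other settings of this test. It was above 0.05 after quantile normalization (0.0714), where 5 genes were called lower. Leaving out mycelia 1, mycelia 2, primordia 2 or primordia 3 also put it above 0.05 (0.0553, 0.0666, 0.0534 and 0.0661). With library totals, 4 of the 13 genes remained lower by the thresholds. From the pathways that were higher in mycelia, the paper proposes that energy production might be required for mycelial growth.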

Except the carbohydrate catabolic process, genes associated with arginine and proline metabolism and glycine, serine, and threonine metabolism were enriched in the group of genes downregulated in primordia. This analysis suggested that the carbohydrate catabolic process and amino acid metabolism pathways were more active in the mycelia, and the upregulation of energy production might be required for mycelia growth.

Ribosomes are ribonucleoprotein complexes found within all living cells. They have been viewed as a molecular machine that functions as the site of biological protein synthesis [63, 64]. 

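The descriptions name ribosome biogenesis for 6 genes, all with a positive log2 fold change between 0.43 and 0.87. None was called by limma or voom with the scaling of the authors, although 6 of 6 had an unadjusted p below the threshold, since each change stayed under 1. Quantile normalization and library totals each called 1 of them higher. As a group they rose (camera adjusted p = 0.0412 over 6 groups fixed before the data were examined). The adjusted p ran from 0.0247 to 0.0776 over the other settings of this test, being 0.0596 without mycelia 1, 0.0587 without mycelia 2, 0.0602 without primordia 1 and highest after quantile normalization. Those settings kept the preset correlation, and with it estimated from the data the adjusted p was 0.479. The part of Table S2 used here names 5 other genes for this process, with log2 fold changes from -0.58 (A00553) to 0.48 (A00887) and a median of -0.19. Of these, 2 were positive and 3 negative, or 4 and 1 with library totals, and none was called by limma or voom, with 3 at an unadjusted p below the threshold. A wider group of 22 ribosome assembly factors, chosen by domain, had a camera adjusted p of 0.00112, but 0.519 with the correlation estimated. It had 8 genes called higher and none lower, with a median of 0.82. Among them was A06167, with an Utp21 domain, at 19.5 ± 1.65 FPKM (SD, n = 3) in mycelia and 55.8 ± 1.61 in primordia.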

Genes involved in ribosome biogenesis were upregulated at the primordial stage which was similar to the expression of that in *F. velutipes* [22] and *A. polytricha* [65], implying that more proteins were required during fruiting body formation. Ribosomes were also participated in DNA repair, development, and cell division [63, 66]. 

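Domains of proteins of DNA replication, such as the MCM helicase, replication factors A and C, the DNA polymerase subunits and the origin recognition complex, occur in 28 tested genes of the table. The 10 genes called were all higher in primordia, and 25 of the 28 log2 fold changes were positive, with a median of 0.83. The group rose as a whole (camera adjusted p = 0.000114 at the preset correlation, but 0.519 with the correlation estimated from the data). Quantile normalization called 12 of them and library totals 16. For the MCM gene A03744, mean FPKM rose from 27.6 to 78.3, a log2 fold change of 1.49 (limma adjusted p = 4.11e-05). Only 4 genes carry the words DNA replication in their description, and none of these was called by limma or voom, while 3 had an unadjusted p below the threshold (camera adjusted p = 0.478). Of the 2 genes that the part of Table S2 used here names, A00251 was called higher (1.16), though not in the fit of all 33 libraries, and A00639 was not called (-0.24, and 0.12 with library totals).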

18 genes involved in DNA replication were found to be upexpressed in primordia, compared with those at the mycelial stage. 

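Described as ribosomal proteins, 105 genes were tested, and 96 of them had a positive log2 fold change, with a median of 0.46. Only 10 passed the thresholds as higher in primordia and 1 as lower, since most changes were smaller than 1. The count of higher genes was 36 both after quantile normalization and with library totals. Camera placed the group above the other genes with an adjusted p of 3.11e-07, the smallest of the 13 groups. That p rests on the preset correlation, and it was 0.519 with the correlation estimated from the data.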

Genes encoding ribosome proteins and DNA replication proteins were highly expressed in primordia, which suggested that an increase in activity of ribosome and DNA replication was needed for cell differentiation during primordia formation.

Arginine, an important amino acid in plants, acts not only as the main nitrogen reserve but also as a biosynthetic precursor of polyamine, glutamic acid, and nitric oxide [67]. It is reported that arginine and its metabolites are associated with growth and development and adaptation to environmental change [67]. Besides that, arginine plays a role in accelerating and increasing fruiting body formation in fungi [68, 69]. 

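Domains of arginine biosynthesis occur in 8 tested genes, some of them shared with enzymes of other pathways. Called higher in primordia were the small chain of carbamoyl-phosphate synthase A01394 (log2 fold change 2.34, standard error 0.30), the carbamoyltransferase A02462 (1.84, standard error 0.11) and A02387 of the ArgJ family (1.77, standard error 0.20). The large chain A05110 also carries such a domain by its description and was the called gene that fell (-1.21), though not after quantile normalization or with library totals. The argininosuccinate synthase A02256 had a mean FPKM of 168 in both stages (limma adjusted p = 0.988) and the argininosuccinate lyase A09761 was lower by less than the threshold (-0.44). The part of Table S2 used here names A00528, which rose by 0.52 and was not called. As a group by domain the genes were not separated from the others (camera adjusted p = 0.228).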

The KEGG pathway enrichment analysis also indicated that genes under the term of arginine biosynthesis showed high level in primordia, suggesting their importance for fruiting body formation. Significant changes in the level of genes related to the arginine biosynthesis may lead to the change of arginine, which may be beneficial for *A. blaze* adapting to environment and regulation of nitrogen metabolism, thus providing sufficient nitrogen sources for fruiting body formation. Steroids are a kind of bioactive compounds in mushroom. 

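From the Pfam descriptions, 10 tested genes carry domains of sterol synthesis, of which 6 were called higher and none lower in primordia. The group rose with a camera adjusted p of 0.00256 at the preset correlation, but 0.519 with the correlation estimated from the data. A02216, with the domains of a squalene-hopene cyclase, had 30.1 ± 1.42 FPKM (SD, n = 3) in mycelia and 152.4 ± 16.0 in primordia, a log2 fold change of 2.33. The squalene epoxidase A07666 rose by 1.99, the ERG4/ERG24 gene A07806 by 1.94 and the sterol methyltransferase A08445 by 1.74, with adjusted p-values of limma of 1.65e-05, 1.78e-05 and 4.43e-05. The squalene/phytoene synthase A07651 rose by 0.99 (adjusted p = 0.000819), just under the threshold, and was called in 5 of 17 settings chosen beforehand, among them median-ratio and quantile scaling. The second gene of this domain, A06839, was at -0.16 (adjusted p = 0.631), and at 0.12 without mycelia 3 and 0.03 without primordia 2. The part of Table S2 used here places 3 genes in steroid biosynthesis. The cytochrome P450 A00566 rose by 1.63 (adjusted p = 3.06e-05), and A00787 (0.38) and A00804 (0.40) were not called.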

In steroid biosynthesis, several important encoding enzyme genes showed increased expression in primordia such as squalene synthase, squalene monooxygenase, lanosterol synthase, lanosterol 14-alpha demethylase, 3-keto steroid reductase, sterol 24-C-methyltransferase, delta24 (24(1))-sterol reductase, and sterol O-acyltransferase. The upregulated expression of these genes could be conducive to accumulation of steroid in the fruiting body. Earlier investigations demonstrated that steroids provide characteristic functions that were necessary for mycelial growth and sporophore formation in mushroom [70–72]. The active steroid biosynthesis in *A. blazei* seemed to be required for fruiting body formation.

### 3.7. Genes Previously Identified as Important for Vegetative Growth and Fruiting

The DGE profiles were also employed for examining genes that have previously played a role in fungal growth and fruiting body formation [65, 73, 74]. Some genes, in accordance with the previous study, were found, namely, genes encoding metallopeptidase, glycosyl hydrolases, laccase, hydrophobin, and WD40 protein ([Supplementary-material supplementary-material-1]). Metallopeptidases have been discovered in several mushrooms such as *A. polytricha* [65] and *P. ostreatus* [73]. Higher expression of metallopeptidase in primordia and fruiting body than mycelia from *P. ostreatus* suggested that metalloprotease played an important role in the initiation and formation of fruit bodies [73]. 

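The table describes 4 genes as fungalysin metallopeptidases of family M36, a group that need not match the list of the paper. A05005, on contig 23 from 310653 to 313183, was the most abundant, with an FPKM of 747 ± 36.2 (SD, n = 3) in mycelia and 407 ± 26.2 in primordia. Its log2 fold change of -0.88 (limma adjusted p = 0.000509) was below the threshold of 1 in size. A01637 was called lower (-1.02, adjusted p = 0.0106) but lost the call in 7 of 16 other settings. These were pseudocount 1, median-ratio and quantile scaling, the fit of all 33 libraries, and the fits without mycelia 3, primordia 1 or primordia 3 (-0.85 without mycelia 3). A01667 did not change detectably (-0.19, adjusted p = 0.527; 0.14 after quantile normalization), and A01669 was higher in primordia by 0.59 (adjusted p = 0.00297). Over all 17 tested genes described as a metallopeptidase or metalloprotease, 3 were called lower and 1 higher in primordia, with a median of -0.29 that became 0.06 with library totals (camera adjusted p = 0.471).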

In the present study, four metallopeptidase members were identified, and all of them displayed high expression in mycelia implying that metallopeptidase also had a critical function in the mycelial stage in *A. blazei*. Moreover, 10 glycosyl hydrolases were upregulated in primordia and 16 in mycelia demonstrating their importance for *A. blazei* growth, especially in the mycelial stage. 

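Described as glycosyl hydrolases, 135 genes were tested, a group that need not match the list of the paper. Called higher in primordia were 21 and lower 35, with log2 fold changes from -6.11 to 4.42 and a median of -0.29. With library totals, 33 were higher and 28 lower and the median was 0.06, so the direction of the group depended on the scaling. Camera did not separate the group from other genes (adjusted p = 0.478), nor did fry separate it from no change (adjusted p = 0.0749).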

The multigene family of laccases has been widely described in mushrooms (eg., *A. bisporus, F. velutipes*, and *V. volvacea*), and these enzymes are involved in lignin degradation [74, 75], fruiting body formation [76], and stipe elongation [19, 56]. 

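No description in the table names a laccase, so the genes with the multicopper oxidase domain of laccases were used, a group that need not match the list of the paper. Of 20 tested genes, 7 were called lower and 4 higher in primordia, the same 11 in number when adjusted over the list alone. Apart from the genes named in the text of the paper, A00941 fell most (log2 fold change -3.35). A06818 and A06833 were the other higher genes (1.243 and 1.01), and A06833 lost its call with pseudocount 1, in the fit of all 33 libraries, without mycelia 3 and without primordia 1. Camera did not separate the group from other genes (adjusted p = 0.649), while fry, against no change, put it lower (adjusted p = 0.00273). The mean was -0.88 and the median -0.02, which changed sign to 0.02 after median-ratio scaling and 0.26 after quantile normalization. With library totals 5 were higher and 6 lower.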

We found that a total of 8 laccases ([Supplementary-material supplementary-material-1]) showed significant expression between the mycelial and primordial stage. Among them, 6 enzymes were upexpressed in mycelia, three of which (A04922, A05207, and A01869) exhibited more than 50-fold, 134-fold, and 1,478-fold higher expression levels than in primordia, which suggested that they possibly play important roles in lignin bioconversion in *A. blazei*. 

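All of these genes keep reads in primordia, so their ratios can be computed directly. A04922, on contig 22 from 389233 to 391467, had an FPKM of 921 ± 243 (SD, n = 3) in mycelia and 17.4 ± 0.45 in primordia, a ratio of the means of 53.0. Its log2 fold change was -5.68 (standard error 0.20, limma adjusted p = 1.23e-06). A05207, on contig 25 from 223881 to 226100, fell from 538 ± 89.8 to 3.88 ± 1.15, a ratio of 139 and a log2 fold change of -7.11 (standard error 0.24, limma adjusted p = 1.06e-06). A01869, on contig 14 from 1013570 to 1015794, fell from 215 ± 95.8 to 0.141 ± 0.0679. The value in primordia rests on 15 reads in the 3 libraries, and the fitted change of -9.72 (standard error 0.41, limma adjusted p = 2.18e-06) lay between -10.48 and -7.44 in other settings, while the ratio of the means was 1524.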

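A05193 lies on contig 25 from 155459 to 157692 and A06810 on contig 3 from 1458405 to 1460049. A05193 had an FPKM of 1.23 ± 1.01 (SD, n = 3) in mycelia, from 93 reads, and 240 ± 44.1 in primordia, a ratio of the means of 196. Its log2 fold change was 7.74 (standard error 0.46, limma adjusted p = 9.83e-06), and between 7.42 and 8.33 with any library left out. A06810 rose from 1.82 ± 0.28, from 96 reads, to 9.48 ± 1.497, a ratio of 5.197 and a log2 fold change of 2.31 (standard error 0.19, limma adjusted p = 4.4e-05). Both were called in 17 of 17 other settings.

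**Figure D2:**
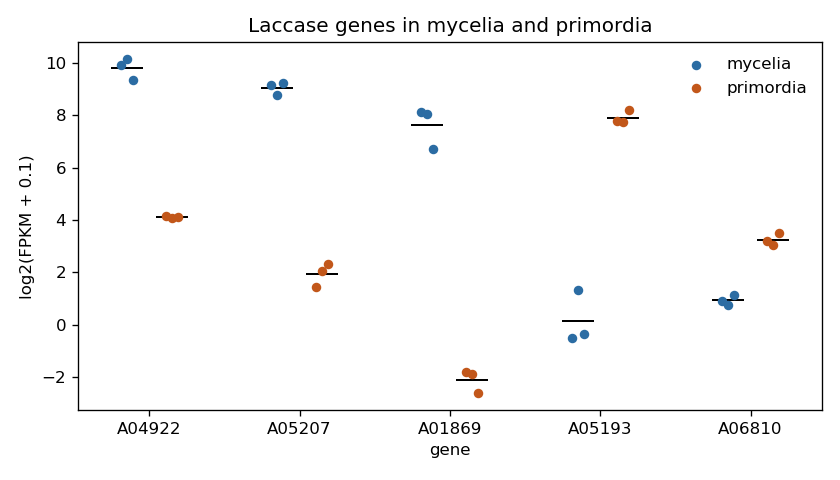
log2(FPKM + 0.1) of each library of mycelia (blue) and primordia (orange) for the laccase genes named in the text, with the mean of each group as a black line. The mycelia libraries of A04922, A05207 and A01869 all lie above those of primordia, and those of A05193 and A06810 all lie below.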

Compared with mycelia, the expression levels of A05193 and A06810 were upregulated to approximately 202 folds and 5 folds in primordia, respectively, which indicated that these two genes may be associated with fruiting body formation. These genes could play a similar function with laccase from *V. volvacea*, in which laccase could crosslink mycelial walls into coherent aggregates during the initiation of primordia and then continue to act on the mycelia surfaces throughout fruiting body development [77].

Hydrophobins, unique fungal proteins with a wide spectrum of functions, have been reported to participate with fungal growth and fruiting body formation [78–80]. *A. blazei* possessed 21 genes encoding fungal hydrophobins in mycelial and primordial stags, and the expression difference of these genes between the two stages was analyzed. 

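The table describes 25 genes as fungal hydrophobins, of which 23 passed the filter on low values. Of these, 21 were called, 4 higher and 17 lower in primordia, as many as when adjusted over the list alone. The median log2 fold change was -4.76, and -4.52 with the 1 gene that had no read in primordia, A07662, set to its bound. That gene had 50 reads in mycelia and was at least 23.0-fold lower in primordia, taking 3 reads over the group as the limit of detection. As a group the hydrophobins fell (camera adjusted p = 0.0147 at the preset correlation, but 0.479 with the correlation estimated from the data). Quantile normalization gave 5 higher and 16 lower and library totals 4 and 16. Hydrophobins are a family of short, similar genes, and whether the counting split reads between them was not tested.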

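A06219, on contig 2 from 2097501 to 2098029, rose from an FPKM of 5.48 ± 2.57 (SD, n = 3) in mycelia to 11140 ± 2117 in primordia, a ratio of the means of 2033 (log2 fold change 11.04, standard error 0.31, limma adjusted p = 5.38e-07). A08707, on contig 7 from 628653 to 629056, was abundant in both stages, with 2158 ± 289 and 7512 ± 915 (1.80, standard error 0.21, adjusted p = 0.000225). A01017, on contig 12 from 931430 to 931890, rose from 7.13 ± 2.07 to 28.6 ± 5.13 (2.02, standard error 0.24, adjusted p = 0.000214). A04048, on contig 1 from 282132 to 282587, had 1 read in mycelia and 41 in primordia. Per library size this is a ratio of 29.5, with an exact 95% interval from 5 to 1190 for counting error alone, and its fitted change of 3.42 (adjusted p = 0.00464) ran from 1.28 to 5.695 over other settings.

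**Figure D3:**
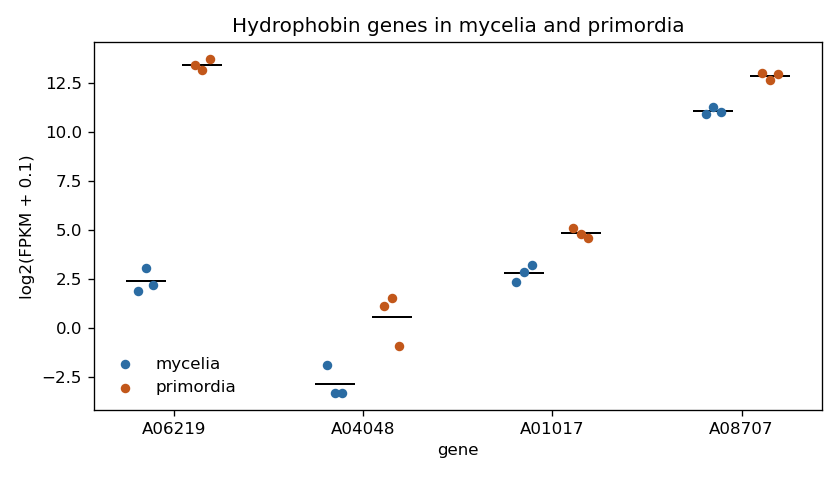
log2(FPKM + 0.1) of each library of mycelia (blue) and primordia (orange) for 4 hydrophobin genes, with the mean of each group as a black line. The 3 primordia libraries lie above the 3 mycelia libraries for each gene, and A04048 is close to the limit of detection.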

Among the identified hydrophobins, A06219, A04048, A01017, and A08707 were found to have significantly upregulated expression in primordia, whereas 17 of 21 genes showed downregulated expression in primordia ([Supplementary-material supplementary-material-1]), indicating that different hydrophobins could be required for different developmental stages in *A. blazei*. WD40 repeat proteins represent a large family in eukaryotes and perform diverse functions like regulation of growth, cell cycle, development, signal transduction, and formation [81]. The upregulation of WD40 repeat protein family members indicated the abundance of these proteins in primordia.

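With the words WD40 in their description, 7 genes were tested, of which 3 were called higher in primordia and none lower (median log2 fold change 0.95, camera adjusted p = 0.0661). The Utp13 gene A04284 rose from 18.7 ± 1.83 FPKM (SD, n = 3) to 49.2 ± 3.74 (1.39, limma adjusted p = 4.92e-05). The WD domain itself occurs in 39 genes, of which 6 were called higher and 1 lower, with a median of 0.12 and a camera adjusted p of 0.105. With library totals 11 were higher and none lower, and the group test passed (0.0301, in a range of 0.0301 to 0.141 over the other settings of this test). With the scaling of the authors and the correlation estimated from the data, camera gave an adjusted p of 0.519. A00730, a WD40 gene in the part of Table S2 used here, was at 0.11 and not called.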

### 3.8. Validation of the DGE Results by Quantitative Real-Time PCR (qRT-PCR)

To validate expression profiles obtained by RNA-seq, we conducted qRT-PCR for 32 randomly selected genes with *GAPDH* and *α-tubulin* acting as the reference gene (Figure 4, Tables [Supplementary-material supplementary-material-1] and [Supplementary-material supplementary-material-1]). 

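Table S1 and Figure 4 both name 31 genes. In the FPKM, all 31 changed in the direction drawn in Figure 4 and all were called, also when adjusted over the list alone, which is not independent evidence since the study chose the list. At a filter of a mean FPKM of 5, 28 of 28 genes kept the direction and the call, and in the fit of all 33 libraries 30 were called over all genes. Over the 32 genes of Figure 4, 16 rose and 16 fell, with log2 fold changes of 2.03 to 11.28 in size and a median size of 5.17. The largest rises were those of A04850, with 2 reads in mycelia and 1975 in primordia (a ratio of 710 per library size, exact 95% interval 196 to 5860 for counting error alone), and of the tyrosinase A02061, from 6.33 ± 0.54 to 1652 ± 362 FPKM (SD, n = 3). A05494 fell from 3693 ± 2359 to 1.31 ± 0.67 and A02364 from 762.5 ± 114 to 2.10 ± 1.13, log2 fold changes of -11.28 and -8.59 with limma adjusted p-values of 2.14e-06 and 3.79e-06. The reference genes were looked up in the same table. The only gene with the domains of GAPDH, A07487, fell from 539 ± 25.2 to 215 ± 7.45 (-1.32, adjusted p = 3.99e-05; -0.95 and not called after quantile normalization), while the most abundant tubulins A05905 (-0.03, and 0.36 after quantile normalization) and A05109 (0.14) were not called.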

The transcript levels of these genes analyzed by qRT-PCR were consistent with RNA-seq results (Figure 4), indicating that the DEG analysis was reliable.

## 4. Conclusion

We constructed a de novo assembly of genome sequence of *A. blazei* sterile monospore strain JA-15036 and predicted 10,119 genes from the genome sequence data. Several enzymes possibly involved in biosynthesis of *β*-1,3-glucan and bezylic compound were identified. These data will provide the basis for understanding the metabolism for benzylic compound formation in *A. blazei*. We also reported and analyzed the difference between mycelia and primordia of artificially cultivated *A. blazei* strain JA by transcriptome analysis. Functional annotations revealed that glycolysis/gluconeogenesis, starch and sucrose metabolism, galactose metabolism, glyoxylate and dicarboxylate metabolism, pentose phosphate pathway, and pyruvate metabolism were more active in mycelia while response to stress, ribosome biogenesis, arginine biosynthesis, and steroid biosynthesis pathway were more active in fruiting body. Besides, the transcript pattern of genes previously identified as important for vegetative growth and fruiting was analyzed. The expression results in our work would be useful in selecting candidate genes for further studies on the growth and development of this mushroom.

## Figures and Tables

**Figure 1:**
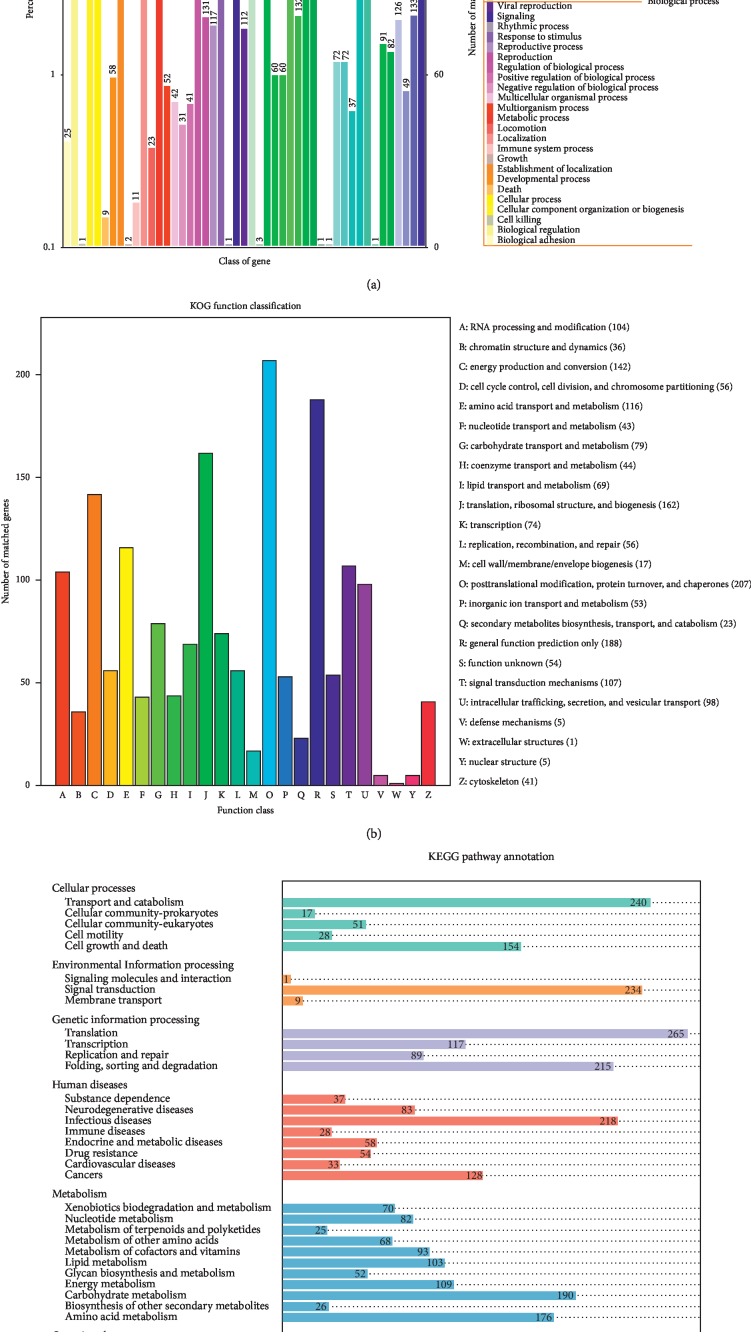
Annotation of *A. blazei* genome with GO, KOG, and KEGG. (a) *A. blazei* gene GO analysis; (b) KOG function classification of *A. blazei*; and (c) *A. blazei* gene KEGG pathway classification.

**Figure 2:**
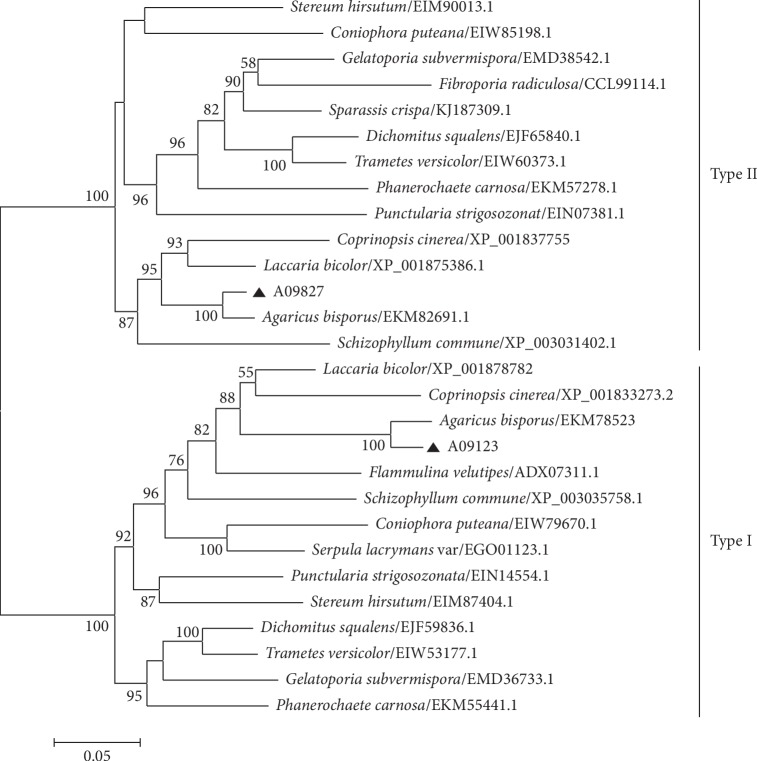
Phylogenetic analysis of *A. blazei β*-1,3-glucan synthases with amino acid sequences of *β*-1,3-glucan synthases identified from different fungi, according to Yang et al. [55]. The construction of phylogenetic tree was implemented on http://www.phylogeny.fr/, as described by Lu et al. [56]. The triangle indicated *β*-1,3-glucan synthases from *A. blazei*.

**Figure 3:**
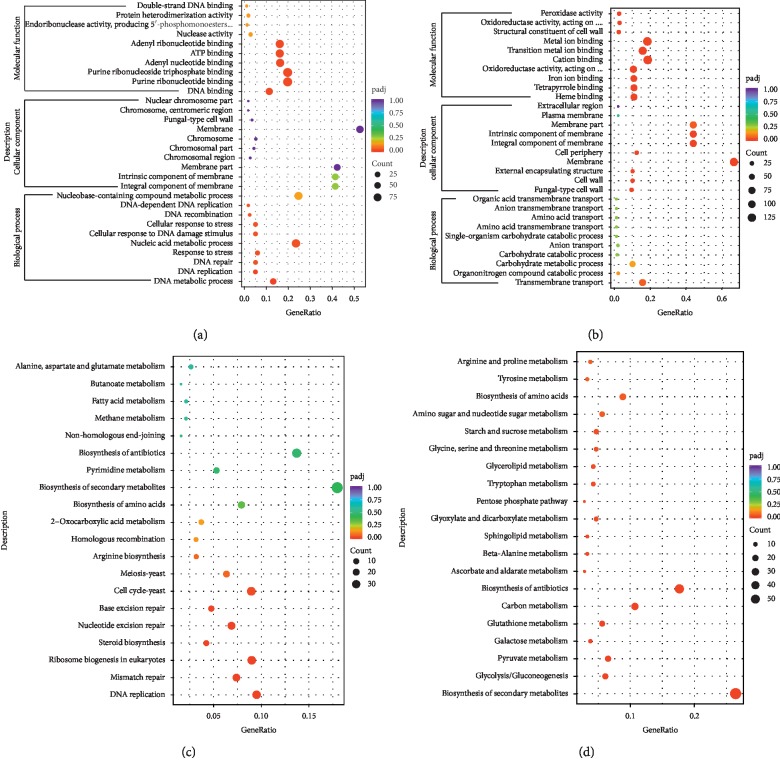
Comprehensive analysis of differentially expressed genes (DEGs) between mycelia and primordia. (a) and (b) represented GO terms enrichment analysis of upexpressed genes and downexpressed genes, respectively; Description, function description of GO term; GeneRatio, the ratio of differentially expressed genes under the corresponding GO term to the total number of differentially expressed genes; padj, adjusted *P* value; and Count, the number of differentially expressed genes under the GO term. (c) and (d) indicated KEGG pathway enrichment analysis of up- and downregulated genes, respectively; Description, function description of KEGG term; GeneRatio, the ratio of differentially expressed genes under the corresponding KEGG term to the total number of differentially expressed genes; padj, adjusted *P* value; and Count, the number of differentially expressed genes under the KEGG term.

**Figure 4:**
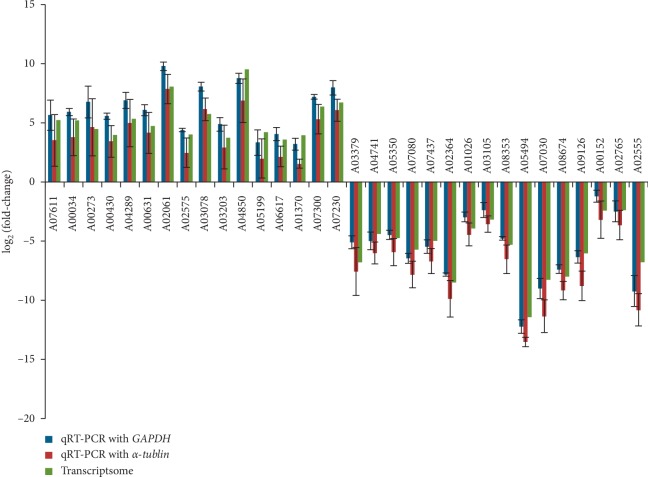
The qRT-PCR analysis of gene expression compared with the RNA-seq data in mycelia and primordia. qRT-PCR with GAPDH indicated the expression level detected using qRT-PCR with GAPDH acting as the reference gene; qRT-PCR with *α*-*tublin* meant the expression level detected using qRT-PCR with α-*tublin* acting as the reference gene.

**Table 1:** Illumina HiSeq PE150 data statistics of *A. blazei*.

Insert size (bp)	Reads length (bp)	Raw data (Mb)	Filtered reads (%)	Clean data (Mb)	Clean data Q20 (%)	Clean data Q30 (%)
350	2 × 150	1,238	8.30	1,135	96.19	90.25

**Table 2:** PacBio RSII data statistics of *A. blazei*.

Insert size (bp)	Number of reads	Number of base (bp)	Mean read length
20 kb	399,158	3,047,821,198	7,635

**Table 3:** Feature of *A. blazei* genome.

General features		Properties of predicted gene models	
Polished contigs	36	Total models	10,119
Genome size (bp)	38,686,133	Nr	8,694 (85.9%)
Gene number	10,119	Swissprot	2,102 (20.8%)
GC content (%)	49.59	Pfam	6,064 (59.9%)
Gene length	15,513,776	KOG	1,620 (16.0%)
Gene average length	1,533	KEGG	8,538 (84.4%)
% of genome (genes)	40.1	GO	6,064 (59.9%)
N50 contig length (bp)	1,826,870	CAZY	279 (2.8%)
Gene internal length	23,172,357	Total	9,174 (90.7%)
GC content in intergenic region (%)	45.35		

**Table 4:** BUSCO analysis on assembly and annotation.

BUSCO mode	Complete BUSCOs (C)	Complete and single-copy BUSCOs (S)	Complete and duplicated BUSCOs (D)	Fragmented BUSCOs (F)	Missing BUSCOs (M)	Total BUSCO groups searched
Genome	272 (93.7%)	271 (93.4%)	1 (0.3%)	6 (2.1%)	12 (4.2%)	290

## Data Availability

The genome sequences of *A. blazei* JA-15036 have been deposited at DDBJ/ENA/GenBank (http://www.ncbi.nlm.nih.gov/) under the accession number SSNC00000000, and the version described in this paper is version SSNC01000000. The transcript raw Illumina sequencing data of mycelia and primordia were submitted to NCBI Gene Expression Omnibus (GEO) with the accession numbers GSM3814130, GSM3814131, GSM3814132, GSM3814133, GSM3814134, and GSM3814135.

# Supplementary material for: Genome Survey and Transcriptome Analysis on Mycelia and Primordia of Agaricus blazei
**Source:** Biomed Res Int. 2020 Jan 13;2020:1824183. doi: 10.1155/2020/1824183
**Supplement:** Supplementary Materials — Supplementary information included 8 tables, and each of them has been named. Table S1 displayed primers used for qRT-PCR; Table S2, Agaricus blazei gene annotations; Table S3, carbohydrate-active enzyme (CAZy) annotation results; Table S4, the putative genes in beta-1,3 glucan and UDP-glucose biosynthesis; Table S5, the putative genes involved in biosynthesis of benzaldehyde and benzyl alcohol in Agaricus blazei; Table S6, list of novel transcripts identified from mycelium and primordium by RNA-Seq; Table S7, genes previously identified as important for vegetative growth and fruiting; Table S8, the expression information of selected genes for qRT-PCR in mycelium and primordium.

Table S1 Primers used for qRT-PCR

How the deposited data were processed for this re-analysis (not part of the article)

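The deposited table holds 33 libraries of strain JA, 3 replicates for each of 11 conditions: mycelia, primordia, and the whole fruit body, pileus and stipe at the button, harvest and maturation stages. The paper analyses the mycelia and primordia libraries. The authors sequenced them on an Illumina HiSeq X system, removed adapters and reads of low quality, aligned the clean reads with Hisat2 to the JA-15036 assembly, predicted further genes with StringTie, counted reads per gene with featureCounts and tested them with DESeq2. The deposited values are FPKM, which the authors made from those counts, a length per gene and a size per library. The treatment of reads with several alignments, the strand setting and the formula of the FPKM are not given in the sources used here. Contig positions and lengths are those of the table, on the JA-15036 assembly.

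FPKM times gene length came out as whole multiples of one unit per library, inferred from the values, for 100% of the values within 1e-06, at a largest distance of 5.1e-09 from a whole number, so the reads behind each value could be read back. The size that the authors divided by was 0.742 to 1.22 times the recovered reads of a library, with a geometric mean of 0.998, so a scaling factor for each library is part of the FPKM. The alternatives set at the start called these values scaled to the library totals, which the values did not bear out. Recovered reads on genes ranged from 16245219 to 20269773 in the mycelia and primordia libraries and from 15573864 to 21454052 in the 27 later libraries (median 18140325). Intervals and limits of detection from reads, set at 3 reads over a group, cover counting error only. The replicates of a condition varied by more than that, with a chi-square per degree of freedom of 24.5 to 1035 and correlations of 0.874 to 0.992 across genes, which are not independent replicates.

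Here, log2(FPKM + 0.1) was fitted with limma 3.58.1 in R 4.3.3, with a trend in the prior variance, over genes with a mean FPKM of at least 0.5 in the libraries of the fit. P-values were adjusted by the method of Benjamini and Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Mycelia and primordia were compared in a fit of their 6 libraries, and likewise primordia and button fruit bodies. Pileus and stipe were compared at each stage in a fit of 18 libraries, with a contrast for the change of that difference from button to maturation. Gene groups were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it. The words that define 6 groups were fixed in advance, those for laccase, arginine, steroid, stress, carbohydrate and glycolysis matched too few descriptions to test, and 13 further groups, by Pfam domain or for ribosomal proteins by name, were chosen from the descriptions after seeing the table.

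The genes named in the text follow a rule fixed in advance. It takes the genes that the paper names in its text, those of Table S1 and Figure 4 (summarised, with the 2 extremes in each direction), those of the part of Table S2 used here with the pathways and words of interest, every gene described as a hydrophobin or laccase (summarised), and for each test the 3 largest rises and falls among called genes whose libraries do not overlap. The values of the paper for these genes had been read by then. Members of the groups by domain, the tubulins and GAPDH, and the genes of later stages were named after their values were seen. Tables S3 to S8 were not used here.

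The alternatives were pseudocounts of 1 and 0.01, no filter and a filter at a mean FPKM of 5, median-ratio and quantile scaling, no trend, all 33 libraries in one fit, the replicate number as a block, voom on the recovered reads, predicted genes only, and each library left out in turn. Library totals, thinned reads and totals without the 50 highest genes were added after seeing the data. Where a group keeps 2 libraries, its spread is assumed to be that of the others. Simulated genes were drawn independently of each other. Changed ones were set at a log2 fold change of at least 2 in size, so recovery near the threshold was not examined. The test was tested on these simulated data. With 200 genes changed, it recovered 189 of them (94.5%, 9466 genes tested) for mycelia and primordia, 182, 182 and 181 for pileus and stipe at the button, harvest and maturation stages, 154 for the change between stages and 162 for primordia and button fruit bodies, with 5 to 9 calls among unchanged genes, and it called 0 genes where none was changed.

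Whether replicate numbers pair the libraries was checked by the correlation of deviations from the group means. For primordia and button fruit bodies it was 0.130, 0.301 and 0.130, each above the limit of 0.1 used for pairs. No label pairs these libraries, so whether they are pairs stays open, and the main fit left them unpaired. The fit with the replicate block called 0 genes by limma (1102 at an unadjusted p under the threshold), where the fit without it called 3.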

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

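The tests of swapped libraries, of mixed tissue and of depth for button stipe 1, button fruit body 2 and maturation pileus 3, and those with library totals, were chosen only after the result was seen.

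In libraries that the paper does not analyse, 1669 genes differed between pileus and stipe at the button stage (739 higher and 930 lower in the pileus), 2949 at harvest (1558 and 1391) and 2345 at maturation (1267 and 1078), of 9338 tested with limma. The button count fell to 1110 without button pileus 3, 993 without button stipe 2 and 1049 without button stipe 3, and the genes lower at maturation rose to 1645 without maturation pileus 3. Button and harvest shared 1178 genes in the same direction and 12 in opposite directions, harvest and maturation 1511 and 25, button and maturation 802 and 56, and 701 genes were called in the same direction at all 3 stages. In each stage 1 of 10 splits of the 6 libraries, the real one, gave as many genes. The share cannot be under 0.1, so chance cannot be excluded by this count. The highest other split called 0 genes at the button and harvest stages and 339 at maturation. In simulated libraries with no gene changed, the test called 0 genes at each stage. That argues against chance variation of single genes as the source of these calls. A difference of tissue, which the design names, stays open.

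At the button stage the largest rises in the pileus were those of A07611 (log2 fold change 8.62), A04920 (7.46) and A04850 (6.88). The largest falls were those of a gene predicted by StringTie on contig 6 from 1434778 to 1436258 (-7.53), the carboxylesterase A02385 (-7.10) and A00229 (-6.83). With 1 library left out, A04850 ran from 5.84 to 8.05, A02385 from -8.83 to -6.22 and A00229 from -8.41 to -5.78. The gene of contig 6 ran from -7.89 to -7.31, so the order of these falls depends on single libraries. At harvest the largest rises were A04920 (7.09), a gene predicted by StringTie on contig 10 from 725778 to 727895 (6.95) and A07611 (6.69). They stood against falls of the polysaccharide deacetylase A09042 (-12.32), the hydrophobin A07658 (-10.46) and A01741 (-9.18). At maturation the largest rises were the ferritin-like A01110 (9.32), the same gene of contig 10 (9.03) and the polysaccharide deacetylase A05683 (8.36). The largest falls there were A01741 (-6.96), A00423, and a gene predicted by StringTie on contig 3 from 236262 to 237110 (-6.65). The gene of contig 3 overlaps another gene on the other strand and is therefore uncertain. A00423 had 0 reads in the 3 maturation pilei and was at least 95.6-fold lower there than in maturation stipes, taking 3 reads over the group as the limit. Its fitted change ran from -10.15 to -3.66 over the alternatives, so its place among the largest falls depends on the setting.

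The difference between pileus and stipe itself changed from button to maturation for 876 genes by the interaction contrast of limma, 551 upward and 325 downward. Of 100 drawn splits of the button and maturation libraries, 7 gave as many genes, the real one among them and the highest of the others 3919. The 6 others set mostly pilei of one stage against mostly stipes of the other. They count the tissue difference itself, so these splits cannot decide on chance. In simulated libraries with no gene changed, the contrast called 0 of 9330 genes. That argues against chance variation of single genes as the source of the 876 calls. The count was 2202 without maturation pileus 3 and 561 without button pileus 3, and the upward genes were 367 without button pileus 2 and 362 without maturation pileus 1. The largest changes were those of the StringTie gene of contig 6 (10.81), A01110 (8.67) and A08490 (8.51), and of the transporter A08338 (-8.64) and 2 genes predicted by StringTie on contig 3 from 72647 to 73744 (-6.92) and on contig 7 from 1713778 to 1715580 (-5.83).

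Button stipe 1 stands apart from button stipes 2 and 3. Without it, 2427 genes were called at the button stage, 1.45 times as many, below the 1.5 times set for calling it out of place by the count. A score placed each library between harvest stipes (0) and harvest pilei (1), as the median over 1148 genes that differ between them. Button stipe 1 had 0.62, button stipes 2 and 3 0.0951 and 0.109, the button pilei 0.923 to 1, and button fruit bodies 1 to 3 0.769, 0.144 and 0.864. Across genes, button stipe 1 correlated at 0.968 to 0.975 with button fruit bodies 1 and 3, at 0.928 to 0.961 with the button pilei and at 0.922 to 0.935 with its own group, and button fruit body 2 at 0.972 to 0.982 with button stipes 2 and 3 and at 0.910 to 0.935 with its own group. Low depth is argued against by the 17970540 reads of button stipe 1, within the 15745107 to 21454052 of the other button libraries. A swap of the 2 libraries and pileus tissue in button stipe 1 cannot be told apart, since the scores of both lie near the other group and outside its range, and the share of pileus read from genes high in pilei (0.386) differs from that read from genes high in stipes (0.798). That limit was set after the values were seen, and the whole fruit bodies of the harvest stage show such a gap as well. A difference between samples may also be biological, and no label was changed.

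Maturation pileus 3 stands apart from maturation pilei 1 and 2. Without it the maturation stage had 3486 genes, 1.49 times as many and again below the 1.5 times set beforehand. Its score was 0.181, against 0.946 and 0.941 for maturation pilei 1 and 2 and -0.0185, 0.289 and 0.94 for the maturation fruit bodies. It correlated at 0.930 to 0.946 with maturation fruit bodies 1 and 2, at 0.937 to 0.942 with the maturation stipes and at 0.883 to 0.896 with maturation pilei 1 and 2, while maturation fruit body 3 correlated at 0.987 to 0.991 with those pilei and at 0.815 to 0.917 with the other fruit bodies. A swap with a maturation stipe is argued against, since the highest score of those stipes was -0.00417. Low depth is argued against by its 19336855 reads, within 15690772 to 20660692 for the other maturation libraries, though it has the fewest genes with a read (9704 against 9768 to 9860). A swap with maturation fruit body 3 and stipe tissue in this library cannot be told apart. The score of fruit body 3 (0.94) lies just outside that of pilei 1 and 2, and the share of pileus read from genes high in pilei (0.141) differs from that read from genes high in stipes (0.509), while the score lies above the highest stipe (-0.00417). An earlier form of the swap test asked for a stipe score in either partner and was replaced by these 2 tests after the scores were seen. All results that use this library may depend on it.

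Between primordia and button fruit bodies, 3 of 9271 genes were called by limma, each with an adjusted p of 0.0425, 1141 being at an unadjusted p under 0.05. They were a gene predicted by StringTie on contig 29 from 50108 to 52409 (log2 fold change 5.45), A07790 (3.88) and A02740 (-2.51). The real split was the 1 of 10 with as many genes, which cannot exclude chance. Without button fruit body 2 there were 379 genes and without primordia 3 there was 1. Without any one of the other 4 libraries there were 0, with 587 to 1294 at an unadjusted p under 0.05, and the block of replicate numbers also gave 0, while voom called 3. Button fruit body 2 is the library whose place is open above, so how far these stages differ may depend on its label.

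Under an FPKM of 1 in both mycelia and primordia, 20 genes reached a mean of 10 or more in a later condition, 14 of them highest in maturation pilei, 4 in maturation stipes and 2 in harvest pilei. The highest were the fasciclin gene A00164 (983 in maturation pilei) and A05683 (817). Depth is argued against as the whole cause, since the later libraries held at most 1.32 times the reads of a mycelia or primordia library. A single library is argued against for 11 of the 20, which had an FPKM of at least 5 in all 3 libraries of a later condition, a small majority. The other 9 had it in at least 2 later libraries. Of the 14 genes highest in maturation pilei, 6 had it in all 3, and maturation pileus 3 has an open place. That these genes belong to later stages remains a hypothesis from the same data.

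The gene predicted by StringTie on contig 14 from 246480 to 247356, which the paper does not discuss, had a mean FPKM of 22390 in harvest stipes (SD 1219, n = 3 libraries) and 5589 in harvest pilei (SD 6290). Whole harvest fruit bodies had 31390 (SD 7742), and the lowest of them (24590) lay above the highest harvest stipe (23610), which a mixture of the sampled pilei and stipes would not give. The gene was at 32580 in button stipes and 5123 in button pilei, and at 60490 in maturation stipes, where it took 4.4% of the reads. Maturation pilei had 30060 with an SD of 44700, and rest mostly on maturation pileus 3. Reads of an overlapping gene are argued against for the genes that the table lists, since 0 of them overlap it. A01676 does lie 139 bp away on the other strand, at a mean of 32.2 in harvest stipes. An overlap with any of the 1934 predicted genes that are not listed could not be seen. The scaling of the authors is argued against as the cause, since with library totals the lowest harvest stipe was still 1.37 times the highest harvest pileus. A difference of tissue stays open and would not by itself account for the whole fruit bodies, and reads shared with other copies were not tested.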

How the results depend on the processing

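Library totals, thinned reads and totals without the 50 highest genes were chosen after the result was seen, and the other alternatives before the data were examined. The cause of the changes below was not tested, except where libraries or genes were left out.

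Between mycelia and primordia, 2686 to 3692 genes were called under the alternatives chosen beforehand and 3475 to 3585 with any library left out, the lowest with fewer genes tested, and no called gene changed direction. To change direction while called, a gene would have to pass the threshold of opposite sign, so this is little evidence of stability. The block of replicate numbers, whose pairs correlated at 0.152, 0.127 and 0.033, gave 3556. The balance of directions moved. Genes higher in primordia made up 40.19% of those called (1431 against 2130), 42.34% after median-ratio scaling (1507 against 2052), 51.69% after quantile normalization (1892 against 1768), 58.9% with library totals (2286 against 1595), 58.82% with thinned reads (2290 against 1603) and 51.64% with totals without the 50 highest genes (1908 against 1787).

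For pileus and stipe, the button count ranged over 1295 to 1844, harvest 2299 to 3079, maturation 1783 to 2434 and the change between stages 693 to 1041. The blocked fits gave 1641, 2941, 2308 and 814. With library totals the pileus-high share moved from 44.28% to 56.72% at the button stage (975 against 744) and from 52.83% to 71.07% at harvest (2302 against 937). For the change between stages it moved from 62.9% to 52.45% after quantile normalization (546 against 495) and to 49.58% with library totals (410 against 417). With single libraries left out, the button count ran from 993 (without button stipe 2) to 2427, with 447 to 1104 higher and 546 to 1323 lower, and was 1049 without button stipe 3 and 1110 without button pileus 3. Harvest ran from 2513 to 3161 and maturation from 1644 to 3486 (without maturation pileus 3), with 740 to 1645 lower. The change between stages ran from 561 (without button pileus 3) to 2202 (without maturation pileus 3), with 350 to 1305 upward and 211 to 897 downward. Upward genes were 367 without button pileus 2 and 362 without maturation pileus 1.

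Primordia and button fruit bodies gave 0 genes by limma with no filter (1227 at an unadjusted p under 0.05), no trend (1155) and the replicate block (1102), 3 by voom, and 36 (12 higher, 24 lower) in the fit of all 33 libraries. With 1 library left out the range was 0 to 379, with 0 to 150 higher and 0 to 229 lower, the highest without button fruit body 2. The block changed no other count of the comparisons of stages and tissues by over 1.5 times.

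Of the 6 groups fixed by words, 2 passed 0.05 with camera. The number was 1 after quantile normalization, with no trend, with library totals, with thinned reads and with totals without the 50 highest genes, 5 with fry, 0 with an estimated correlation, and 1 to 2 with single libraries left out, being 1 without mycelia 1, mycelia 2 or primordia 1.

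Among 1868 comparisons of 96 named results, 1763 kept direction and side of the threshold, 46 lost and 12 gained the call and 47 changed sign, all of genes not called. With library totals the sign changed for A09827 (0.10), A00431 (0.0939), A00639 (0.12), A00764 (0.16), A02256 (0.35), A03194 (0.26), A06839 (0.19), A09663 (0.23), A01667 (0.15), A05905 (0.32) and A00521 (0.27), and with thinned reads for the same genes (0.10, 0.11, 0.14, 0.14, 0.36, 0.26, 0.19, 0.23, 0.14, 0.32 and 0.27). Totals without the 50 highest genes changed it for A00764 (0.0228), A02256 (0.21), A03194 (0.12), A06839 (0.0565), A09663 (0.10), A01667 (0.0164), A05905 (0.18) and A00521 (0.14). Quantile normalization changed it for A00764 (0.0231), A02256 (0.31), A03194 (0.28), A09663 (0.18), A01667 (0.14), A05905 (0.36) and A00521 (0.19), and median-ratio scaling for A02256 (0.0385) and A05905 (0.0090). With a library left out, A02256 lay between -0.12 and 0.0816, A06839 between -0.34 and 0.12 and A05905 between -0.12 and 0.0385. Of the group tests by camera and fry, 374 of 417 kept their side, 24 lost and 19 gained it. Of 182 counts in gene lists and of the genes of Figure 4, 167 stayed within 1.5 times. Expressed genes ranged from 7457 to 7723 and those predicted by StringTie from 1445 to 1866.

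Depth limits the genes with few reads. The fitted change of A04048, from 1 read in mycelia, ran from 1.28 to 5.695, that of A07662, with 0 reads in primordia, from -8.03 to -1.89, and that of A01869, from 15 reads in primordia, from -10.48 to -7.44. For the gene predicted by StringTie on contig 10, with 13 reads in harvest stipes and 13 in maturation stipes, it ran from 4.62 to 7.93 at harvest and from 6.81 to 9.74 at maturation.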

Differences from the paper's values

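The tests of multicopper oxidases and of replication domains use groups chosen only after the descriptions were seen, and library totals were chosen only after the result was seen. The gene lists of the paper were not used here, so groups by description are wider than, or other than, its lists, a limit on each count.

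Multicopper oxidases called higher in primordia numbered 4, where the value of the paper for laccases is 2. Of 17 alternatives set before the data were examined, pseudocount 1, the fit of all 33 libraries, the fit without mycelia 3 and the fit without primordia 1 gave 3, within 1.5 times, and the other 13 gave 4. Glycosyl hydrolases called higher numbered 21 against 10 in the paper, and only the filter at a mean FPKM of 5, with 15, came within 1.5 times. Those called lower numbered 35 against 16 in the paper, and no alternative did, with 28 to 39. Genes with a domain of DNA replication called higher numbered 10 against 18 in the paper. Quantile normalization, with 12, came within 1.5 times and the other 16 alternatives did not, while library totals, chosen after seeing the values, gave 16.

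For A01370 the log2 ratio of the mean FPKM in primordia over mycelia was 2.02, and the bar with its label is at about 3.9 in Fig. 4, read by eye. None of the 17 alternatives closed the gap, with 1.93 to 2.37. The bars of this figure were measured on the image 2 times. The first reading came out about 0.1 smaller and had been set beside the values here before the axis was fixed from its ticks alone.

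The paper states that the metallopeptidases it identified were all more abundant in mycelia. The 4 genes of family M36 need not be those of the paper. Of them, A05005, A01637 and A01667 had negative log2 fold changes (-0.88, -1.02 and -0.19), while A01669 was higher in primordia (0.59, limma adjusted p = 0.00297). Over 17 genes described as metallopeptidases or metalloproteases, 11 were negative and 6 positive. The paper lists a squalene synthase among genes that rose. A07651 rose by 0.99 and was not called, but was called with median-ratio and quantile scaling, without mycelia 3, without primordia 2 and without primordia 3, and with library totals, thinned reads and totals without the 50 highest genes, these last chosen after seeing the values. The squalene epoxidase, cyclase, methyltransferase and ERG4/ERG24 genes rose past the threshold. The paper describes arginine biosynthesis as high in primordia, and here 3 genes with such domains were called higher and 1, A05110, lower.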

Other observations

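The tests of the maturation fruit bodies and of the bar of Figure 4, those with library totals and the thinning that keeps the scaling of the authors were chosen only after the result was seen.

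Of the genes called between mycelia and primordia, 40.19% were higher in primordia. The real split of the 6 libraries was the 1 of 10 that gave as many genes, the highest other giving 0. A share under 0.1 is not possible, so chance cannot be excluded by this count. In simulated libraries with no gene changed, the test called 0 of 9467 genes. That argues against chance variation of single genes as the source of the 3561 calls. The balance depends on the scaling, with 58.9% higher with library totals, 51.69% after quantile normalization and 42.34% after median-ratio scaling. A factor per library shifts the log2 fold changes of all genes alike, so which direction holds the majority depends on the scaling. Whether the scaling of the authors misstates the balance is left open. A difference in depth is argued against by 40.15% with the reads thinned and that scaling kept. With library totals on thinned reads it was 58.82%. Gene length is argued against, since the share was 38.42, 40.11, 39.52 and 43.78% in sets of genes ordered from short to long. The 50 highest genes took 18.2% of the reads in mycelia and 12.3% in primordia. With totals without them 51.64% were higher, past the limit set beforehand, but library totals alone had moved the share further, so whether a few genes decide the balance cannot be told apart from the scaling. Which scaling is right was not tested, and a biological difference of the stages remains open.

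In Figure 4 the values against alpha-tubulin lie below those against GAPDH for all 32 genes. The tubulin A05905 rose against the only GAPDH gene, A07487, by 1.29 on the log2 scale (standard error 0.132, 1.29 to 1.32 over the scalings), and the tubulin A05109 by 1.46 (standard error 0.126, 1.44 to 1.46). A change of the reference genes is a candidate explanation. Which tubulin gene the primers amplify was not tested.

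The bar labelled A01370 in Figure 4 may show A05196, which Table S1 lists and the figure does not. The log2 ratio of A05196 was 3.89 and lies within 0.1 of that bar. Of 9464 genes with a ratio, 17 (0.18%) lie as near. Of the 31 other bars, 29 lie within 0.1 of their gene, the largest distance being 0.124 for values under 10.

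The whole fruit bodies of the maturation stage differ from each other. On the score between harvest stipes and pilei they span 0.958, against 0.386 at harvest and 0.72 at the button stage. Different shares of pileus and stipe in each sample are a candidate explanation, as is a swap of maturation fruit body 3 with maturation pileus 3 (0.94), which stays open. On the same score mycelia had 0.411 to 0.417 and primordia 0.615 to 0.731, where it does not measure tissue.

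Of the 2130 genes lower in primordia, limma called 0 higher in button fruit bodies than in primordia, 201 being higher at an unadjusted p under 0.05, and 66 without button fruit body 2. In simulated libraries with button fruit bodies unchanged from the same primordia, 2056 genes were lower in primordia. Of these, 0 were called higher in button fruit bodies. The simulation gave no value to set beside the 201 or the 66. In some later condition 663 of the 2130 (31.13%) had a mean at or above that of mycelia. Fewer mycelia in the primordia samples and a change within the tissue cannot be told apart, since that test called few genes of any kind.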
